A study of Mus musculus with 19 samples. Its data were reported in "Decoding YAP dependent transcription in the liver" (2022).

How the data were processed

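Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on mouse liver with an antibody against YAP, a transcriptional coactivator restrained by the Hippo pathway, or against TEAD, the DNA-binding partner of YAP. Transgenic livers carried a doxycycline-inducible, activated YAP allele that was switched on by doxycycline food. An albumin-driven Cre recombinase directed this induction to hepatocytes. The 19 samples formed 6 groups, which were taken from the sample labels: YAP and TEAD libraries from livers without the transgene that had received doxycycline food for 7 days (WT), from induced livers after 3 days (3 d), and from induced livers after 7 days (7 d). Each group had 3 replicates, except TEAD at 7 d, which had 4. Per the labels, tissue for YAP was crosslinked with a protein-protein crosslinker and then formaldehyde, and tissue for TEAD with formaldehyde alone.

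The authors masked low-quality bases, aligned the reads to the mm9 mouse assembly with BWA, merged the replicates of each group and removed duplicates before peaks were called, so 1 peak list represents each group and no spread between replicates can be computed. Per the file headers, peaks were called with MACS 2.0.9 at a p-value cutoff of 1e-05, with tags of 51 bp, against a control library of 167176362 tags that served all 6 lists. According to the study's methods, this control came from previously published data. The deposited lists give each peak's start, end, length and summit. The pileup in the deposited lists is a signal, the number of extended fragments that cover the summit. The fold enrichment in the deposited lists is the ratio of that pileup to the local background. The authors' −log10 p-value and −log10 q-value for each peak came from the same caller. These values per peak are the authors' and were used here to describe, rank, filter or match peaks within 1 list. The numbers of peaks left after such filters were also compared between lists. In addition, pileup and background were rescaled to recompute p-values for the TEAD lists at 3 d and 7 d, and the numbers of peaks left were set against the WT list. Per the file headers, the fragment length used by the caller differed between lists: 250 bp for the 3 YAP lists, 400 bp for TEAD in WT livers, 207 bp for TEAD at 3 d and 206 bp for TEAD at 7 d. The shortest peak of each list was as long as this fragment length, so a longer setting gives wider peaks and a higher background per position.

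Depth was read from the file headers. The merged YAP libraries held 54661175 tags in WT livers, 36221830 at 3 d and 34260362 at 7 d, and the merged TEAD libraries held 35168765, 55032002 and 38523843. Intervals given with shares are 95% Wilson intervals. They cover counting error over peaks only, since peaks of 1 merged list are not biological replicates. For the same reason no p-value was computed for a difference between conditions.

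Peaks were called shared when they overlapped by at least 1 bp. Each overlap was set against 1000 random placements, in which the first list was rotated by a random distance along each chromosome. The share of placements with at least as many overlaps was one-sided and could not be smaller than 0.001. TEAD peaks at 7 d that overlapped a TEAD peak of WT livers were called constitutive, and the others induced. The share of each class that overlapped a YAP peak at 7 d was compared before and after matching induced to constitutive peaks on 10 classes of TEAD fold enrichment. The rank of YAP-bound TEAD peaks was expressed as the percentile of their median fold enrichment among 10000 random lists of the same size from the same list. Peaks were assigned to promoters if they overlapped the interval from 2000 bp upstream to 1000 bp downstream of an annotated transcription start, then to gene bodies, and otherwise to intergenic sequence. The random expectation for these shares came from 100 rotations. The annotation was GENCODE for the NCBIM37 assembly. Every numbered chromosome and X, as well as the mitochondrial sequence, had all peak ends within the length of its namesake in that assembly, and peaks on unplaced sequences were left out of steps that need annotation or sequence.

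Peaks named in the text followed a rule fixed before the data were examined: the 3 peaks with the highest −log10 p-value in each list, the 3 such peaks among YAP peaks at 7 d that overlapped a peak of each of the other 5 lists, and the loci of Tead1, Tead4, Ctgf (Ccn2) and Cyr61 (Ccn1) with 20 kb on either side. YAP-dense domains were defined after the data were examined, as 5 or more YAP peaks of WT livers chained by gaps of at most 50 kb.

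Alternatives covered the overlap required (50% of the shorter peak, 50% of both peaks, or summits at most 100 bp apart), the peaks kept (−log10 p-value of at least 10, at least 5-fold enrichment, numbered chromosomes and X, merged peaks, the strongest 5695 peaks of each TEAD list, no overlap with a YAP peak of WT livers), windows of 400 bp around summits, random positions in place of rotation, random lists matched on peak width, and a promoter of 1000 bp on either side. Leaving out peaks in the YAP-dense domains, matching on 50 classes and using only protein-coding genes were added after the data were examined. Computations used Python 3.11 scripts with numpy, pandas and scipy, and minimap2 for alignments. The overlap, matching and ranking steps were tested on simulated data. With a planted overlap, 30.9% of 2000 simulated peaks were recovered as shared. The target of 30.9% included overlaps of randomly placed peaks counted by the same step, so their match was fixed in advance. A direct count over 748 comparisons of real peaks gave 0 mismatches with the overlap calls. When YAP overlap was simulated from TEAD enrichment alone over 38984 peaks, the difference between classes was 5.76 percentage points unmatched, 0.718 with 10 classes and 0.141 with 50 classes. Simulated overlap rose in proportion to enrichment. In the data it rose more steeply, from 3.61% of induced peaks in class 9 of 10 by TEAD enrichment to 29.5% in class 10. The simulation therefore does not show how well either matching works on the data. Other assays of the study were not analysed here.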

Results

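Binding of YAP and TEAD to liver chromatin was profiled by ChIP-seq in WT livers and after 3 or 7 days of YAP induction, in 19 samples that the authors merged into 6 peak lists. The merged libraries ranged from 34260362 tags for YAP at 7 d to 55032002 for TEAD at 3 d. With 1 merged list per group, the differences below have no replicate check.

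The number of peaks was compared first, to ask when binding of each protein expanded after induction. The YAP list held 156 peaks in WT livers, 110 at 3 d and 1478 at 7 d. The 7 d list was thus 9.47 times as long as the WT list and 13.4 times as long as the 3 d list, although its library had 0.627 and 0.946 times as many tags, respectively. The TEAD list held 5695 peaks in WT livers, 36446 at 3 d and 38984 at 7 d. It was 6.40 times as long at 3 d as in WT livers and 6.85 times as long at 7 d, with tag ratios of 1.56 and 1.10. TEAD peaks therefore rose in number by 3 d, whereas YAP peaks did so between 3 d and 7 d. The TEAD list of WT livers was called with a fragment length of 400 bp against 207 bp and 206 bp for the induced lists. The largest relative shift of a peak number among the alternatives was in the YAP list of WT livers, where a minimum of 5-fold enrichment left 25 peaks. The median fold enrichment within each list was 3.81 for YAP in WT livers, 4.54 at 3 d and 5.72 at 7 d, and 5.05, 5.44 and 7.30 for TEAD. The median peak length was 426 bp, 429 bp and 336 bp for the YAP lists, and 539 bp, 379 bp and 372 bp for the TEAD lists.

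**Figure D1:**
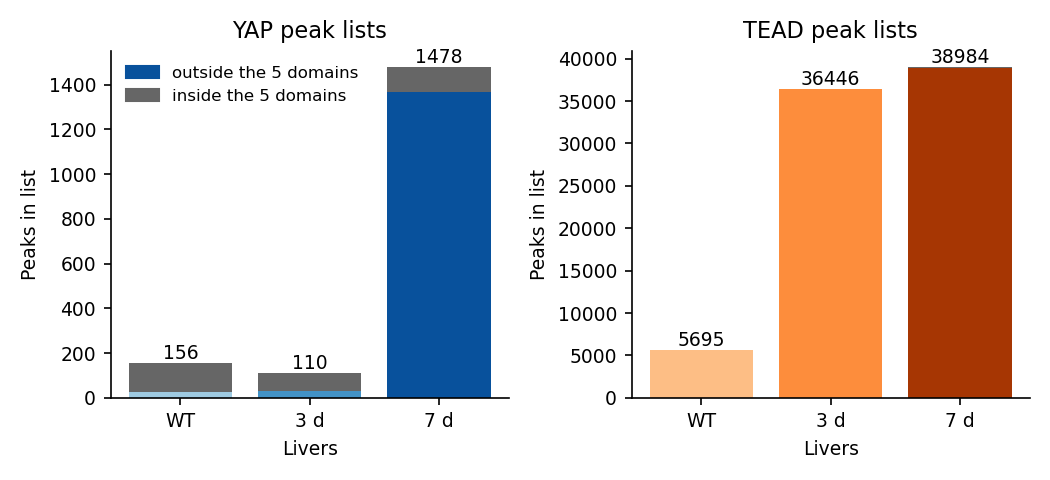
Number of peaks in each deposited list (y axis, peaks) for YAP (left) and TEAD (right) in WT livers and after 3 d or 7 d of induction; grey marks peaks inside the 5 YAP-dense domains. The YAP list was short in WT livers (156) and at 3 d (110) and long at 7 d (1478), whereas the TEAD list was already long at 3 d (36446).

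Next, TEAD lists were compared with each other, to ask whether sites of uninduced livers were retained and how many sites were added. Of the 5695 TEAD peaks of WT livers, 5602 overlapped a TEAD peak at 3 d (98.4%, 95% interval 98.0% to 98.7%) and 5432 overlapped one at 7 d (95.4%, 94.8% to 95.9%). Conversely, 5664 of the 36446 peaks at 3 d were constitutive (15.5%, 15.2% to 15.9%), as were 5516 of the 38984 peaks at 7 d (14.1%, 13.8% to 14.5%). The induced time points shared most of their peaks: 75.9% of the 3 d peaks (75.4% to 76.3%) overlapped a 7 d peak and 71.2% of the 7 d peaks (70.7% to 71.6%) overlapped a 3 d peak. Random placement gave between 0.235% and 1.56% for these 6 shares, and none of 1000 placements reached the observed overlap (one-sided share 0.001, the smallest possible). The constitutive share depended on list length. When each TEAD list was limited to its strongest 5695 peaks, it was 64.0% at 3 d and 52.4% at 7 d. The share of WT peaks found after induction depended on list length as well. With the same limit it was 64.3% at 3 d and 52.6% at 7 d.

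**Figure D2:**
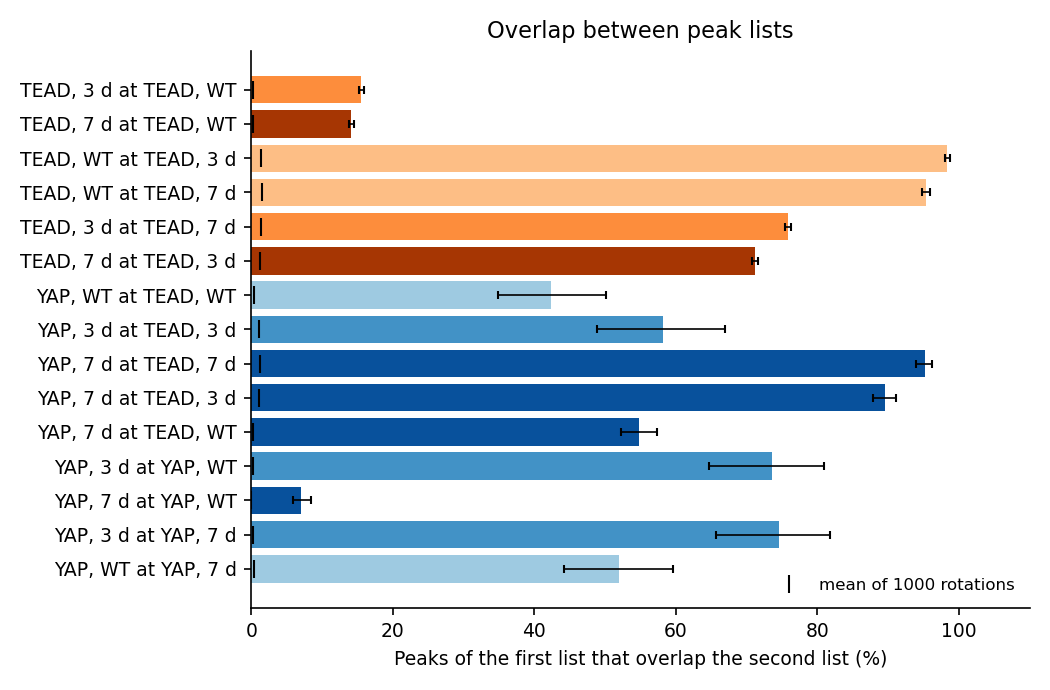
Share of the peaks of a first list that overlap a second list by at least 1 bp (x axis, %), with 95% Wilson intervals as error bars and the mean of 1000 random rotations as a vertical tick. TEAD peaks of WT livers nearly all overlapped a peak of the full, longer TEAD lists after induction (98.4% and 95.4%). Of the YAP peaks at 7 d, 95.2% lay at a TEAD peak.

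The YAP lists were then compared, since peaks called in livers without the transgene measure the background of the assay together with any binding of endogenous YAP. Of the 110 YAP peaks at 3 d, 81 overlapped a YAP peak of WT livers (73.6%, 64.7% to 81.0%) and 82 overlapped one at 7 d (74.5%, 65.7% to 81.8%). Of the 1478 peaks at 7 d, 104 overlapped one of WT livers (7.04%, 5.84% to 8.45%). In the other direction, 51.9% of the 156 WT peaks overlapped a 7 d peak (44.1% to 59.6%). Each of these shares exceeded all 1000 random placements (one-sided share 0.001). Requiring summits at most 100 bp apart lowered the share of 3 d peaks found in WT livers to 21.8%. Outside the YAP-dense domains, 10 of 30 3 d peaks overlapped a WT peak (33.3%, 19.2% to 51.2%). There, 20 of 30 overlapped a 7 d peak (66.7%, 48.8% to 80.8%), and 0.877% of 7 d peaks overlapped a WT peak. The domains were defined from WT peaks, so leaving them out can itself lower the overlap with the WT list.

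Peaks of the short YAP lists were packed into few regions. In WT livers, 130 of the 156 YAP peaks (83.3%, 76.7% to 88.4%) lay in 5 domains, defined after the values were seen, against 80 of 110 at 3 d (72.7%, 63.7% to 80.2%) and 109 of 1478 at 7 d (7.37%, 6.15% to 8.82%). Outside these domains, 26, 30 and 1369 YAP peaks remained, respectively. Of the TEAD peaks, 49, 60 and 54 lay in the domains in WT livers, at 3 d and at 7 d. The domain with most YAP peaks spanned 99.0 kb of chromosome 1 (90108498 to 90207542, mm9), including Ugt1a1, Heatr7b1, Hjurp and part of Trpm8. It held 60 YAP peaks in WT livers, 53 at 3 d and 82 at 7 d, as well as 35, 48 and 45 TEAD peaks. The other domains were on chromosome 7 (46506151 to 46569631, with 27, 6 and 2 YAP peaks and 1, 0 and 1 TEAD peaks in the same order), on an unplaced sequence of X (24, 14 and 18, and 7, 4 and 2), on chromosome 4 (121647168 to 121778827, with 10 YAP peaks in WT livers and 0 in each of the other 5 lists) and on X at Mid1 (166409660 to 166432433, with 9, 7 and 7, and 6, 8 and 6).

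**Figure D3:**
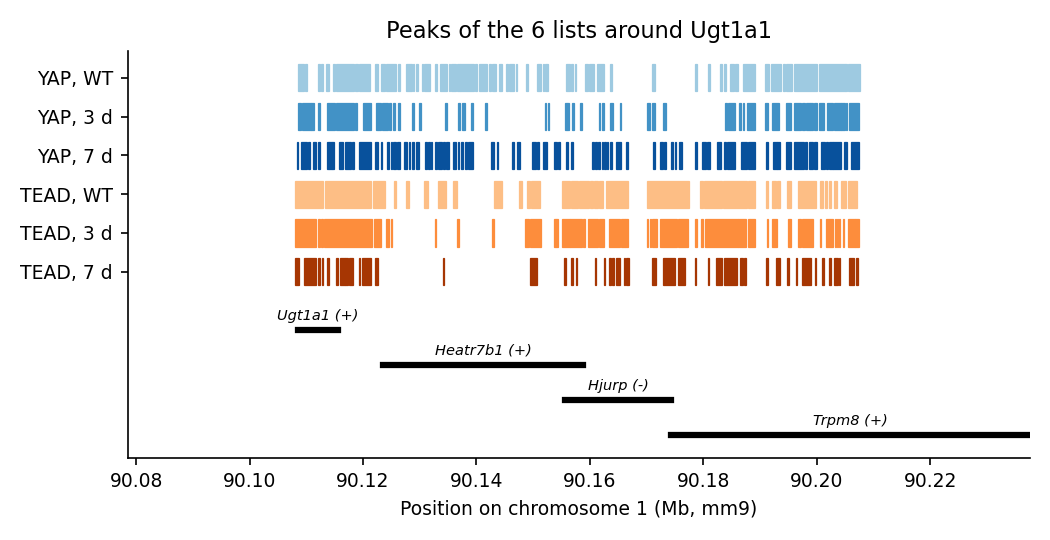
Peaks of the 6 lists (rows) along chromosome 1 around Ugt1a1 (x axis, position in Mb, mm9), with annotated genes and their strand below. All 6 lists had many peaks in the same 99.0 kb, among them 60 of the 156 YAP peaks of WT livers.

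To ask whether YAP was found where TEAD was found, YAP peaks were overlapped with TEAD peaks of the same livers. At 7 d, 1407 of 1478 YAP peaks overlapped a TEAD peak (95.2%, 94.0% to 96.2%), 80.9 times the random expectation. At 3 d the share was 58.2% of 110 peaks (48.8% to 67.0%), and in WT livers it was 42.3% of 156 peaks (34.8% to 50.2%). YAP peaks at 7 d also overlapped TEAD peaks from the other livers: 89.6% lay at a TEAD peak of the 3 d list (87.9% to 91.0%), and 54.8% at a TEAD peak of the WT list (52.3% to 57.3%). None of 1000 placements reached these overlaps (one-sided share 0.001). The share at 7 d moved most, to 40.1%, when the overlap had to cover 50% of both peaks. With summits at most 100 bp apart it was 82.7%.

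The classes of TEAD peaks at 7 d were compared for YAP. Of the 5516 constitutive peaks, 774 overlapped a YAP peak at 7 d (14.0%, 13.1% to 15.0%). Of the 33468 induced peaks, 621 did (1.86%, 1.72% to 2.01%), a difference of 12.2 percentage points (11.2 to 13.1). Constitutive peaks had a median TEAD fold enrichment of 16.7, against 6.83 for induced peaks. After matching on 10 classes of TEAD enrichment at 7 d, which was itself measured after induction, the YAP-bound share was 14.0% for constitutive and 13.3% for induced peaks, a difference of 0.779 percentage points whose interval (-0.537 to 2.10) included 0. With 50 classes, an alternative chosen after the data were seen, the difference was -2.41 percentage points (-3.75 to -1.07). In the top 10% of the list by TEAD enrichment, YAP was found at 29.2% of 2296 constitutive and 29.5% of 1602 induced peaks. In the lowest 10%, it was found at 21 of 105 constitutive peaks, 18 of which lay in the YAP-dense domains, and at 5 of 3794 induced peaks.

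**Figure D4:**
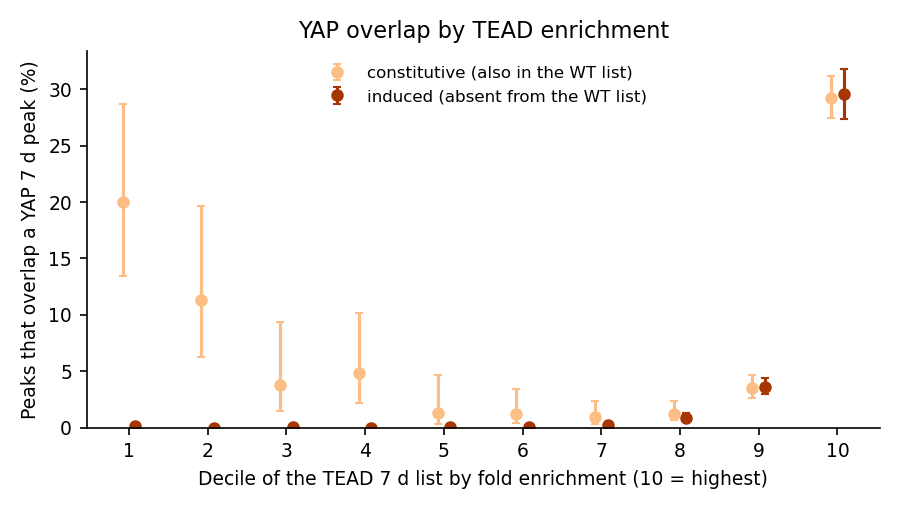
Share of TEAD peaks at 7 d that overlap a YAP peak at 7 d (y axis, %) by decile of the TEAD list ranked on fold enrichment (x axis, 10 is the highest), for constitutive and induced peaks, with 95% Wilson intervals. Both classes were bound about equally in the highest decile (29.2% and 29.5%).

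YAP-bound peaks ranked high in the TEAD lists. At 7 d, the 1395 TEAD peaks at a YAP peak had a median fold enrichment of 30.1 against 7.23 for the others, and 82.0% of them were in the top 10% of the list. Their median was above that of all 10000 random lists of the same size (percentile 100). TEAD peaks of the other lists at these YAP sites also ranked above the rest, where such peaks existed. The 1302 TEAD peaks of the 3 d list that overlapped a YAP peak at 7 d had a median fold enrichment of 16.2 against 5.42, and the 767 such peaks of the WT list had 6.91 against 4.92. Of these WT peaks, 34.2% were in the top 10% of their list. Only 54.8% of YAP peaks at 7 d lay at a TEAD peak of the WT list, so the other sites had no rank there.

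Relative to annotated genes, TEAD peaks were found at promoters in 34.1% of cases in WT livers (32.9% to 35.3%), 32.1% at 3 d (31.7% to 32.6%) and 29.2% at 7 d (28.7% to 29.6%), against 6.70% to 7.02% for random placements. Constitutive TEAD peaks at 7 d were at promoters more often than induced ones (35.5%, 34.3% to 36.8%, against 28.1%, 27.7% to 28.6%). YAP peaks at 7 d were mostly distal, with 18.8% at promoters (16.9% to 20.9%), 43.0% in gene bodies and 38.2% between genes. The promoter share was 19.7% of 132 placed YAP peaks in WT livers (13.8% to 27.3%) and 40.7% of 91 at 3 d (31.1% to 50.9%). Outside the YAP-dense domains it was 2 of 26 placed peaks in WT livers (7.69%, 2.14% to 24.1%), against 7.88% for random placements, and 8 of 25 at 3 d (32.0%, 17.2% to 51.6%). With a promoter of 1000 bp on either side, the 3 d share moved to 35.2%.

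The strongest YAP peaks at 7 d by −log10 p-value were on chromosome 8 (124757947 to 124758540) in an intron of Gm20388, with a fold enrichment of 25.3 and a −log10 p-value of 117, on chromosome 7 (148662264 to 148662813) in an intron of Tspan4, with 24.9 and 114, and on chromosome 6 (90458058 to 90458892) in an intron of Aldh1l1, with 17.9 and 71.7. The peak in Tspan4 had its summit 237 bp from a transcription start of that gene, so it counted as a promoter peak. A peak at this site was also the second in the 3 d list. The first YAP peak of both the WT and the 3 d list lay in the domain at Mid1 on X. In the TEAD lists, an intron of Ctnnd1 (chromosome 2, 84475651 to 84476503) ranked first in WT livers, with a fold enrichment of 35.2, and was the third at 3 d. The first TEAD peak at 3 d was 168 bp from the transcription start of Creb3l2 (chromosome 6, 37391922 to 37392784), with a fold enrichment of 58.8. The first TEAD peak at 7 d was intergenic, 10701 bp from the nearest transcription start, that of Alb (chromosome 5, 90878550 to 90879662), with a fold enrichment of 72.3. Of the 1478 YAP peaks at 7 d, 40 overlapped a peak of each of the other 5 lists, and 34 of these lay in the YAP-dense domains. The strongest of the 40 was at the same site upstream of Alb (90878737 to 90879459, fold enrichment 13.4), followed by peaks on chromosome 9 (24346307 to 24346774, intergenic, fold enrichment 6.14) and chromosome 5 (37051891 to 37052496, intron of D5Ertd579e, fold enrichment 6.35).

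Finally, genes followed by the study were examined. At Ctgf (chromosome 10, 24315248 to 24318489), a YAP peak was called at 7 d (24314921 to 24315384), with its summit 104 bp upstream of the transcription start, in a non-coding exon of the antisense gene Gm15270. It had a fold enrichment of 10.5 and ranked 79 of 1478 by −log10 p-value. No YAP peak was called there in WT livers or at 3 d, whereas a TEAD peak covered the start of Ctgf in all 3 TEAD lists, with rank 296 of 5695 in WT livers, 56 of 36446 at 3 d and 84 of 38984 at 7 d. At Tead4 (chromosome 6, 128174306 to 128250841), TEAD peaks at the start of the gene ranked 407 in WT livers, 233 at 3 d and 122 at 7 d. The YAP peak at 7 d was intronic, near the end of the gene (128175202 to 128175603, fold enrichment 6.77, rank 453). At Tead1 (chromosome 7, 119822832 to 120050319), the YAP peak at 7 d lay in an intron (119931780 to 119932035, fold enrichment 5.30, rank 1012), at a site with a TEAD peak in all 3 TEAD lists. At Cyr61 (chromosome 3, 145309935 to 145312949), no YAP peak was called in any list within 20 kb, whereas 2, 6 and 4 TEAD peaks were called in WT livers, at 3 d and at 7 d.

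**Figure D5:**
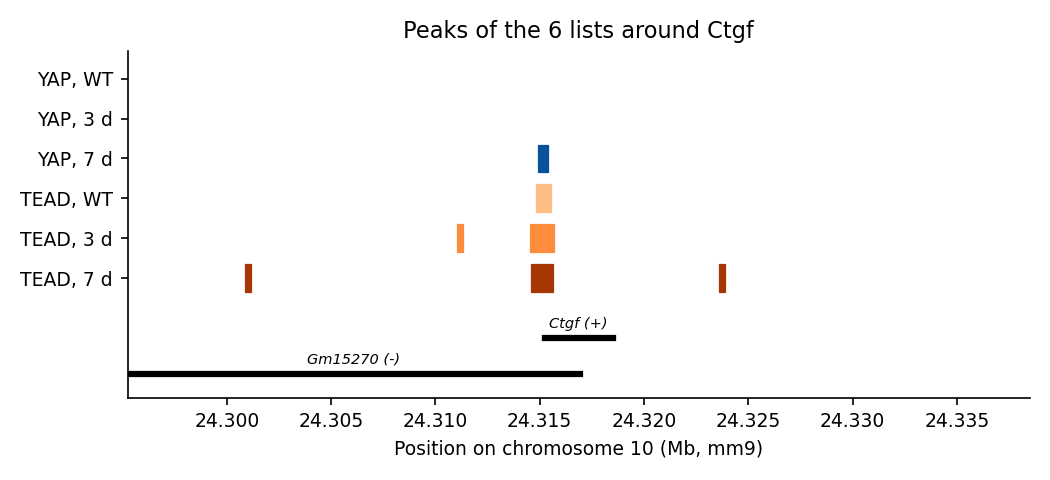
Peaks of the 6 lists (rows) around Ctgf on chromosome 10 (x axis, position in Mb, mm9), with annotated genes and their strand below. A TEAD peak covered the start of Ctgf in all 3 TEAD lists, and a YAP peak was called there only at 7 d.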

Values the study reported

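For livers of another transgenic line, in which the activated YAP allele was induced for 4 weeks, the study reported about 30 000 YAP peaks. It reported about 30 000 TEAD peaks in wild-type livers and 80 000 TEAD peaks after induction.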

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

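Every setting named here was chosen before the data were examined, except leaving out the YAP-dense domains, matching on 50 classes and the restriction to protein-coding genes. Each of the 15 overlaps stayed above its random expectation in all 142 recomputations, by at least 31.2 times, with a one-sided share of placements of 0.001, the smallest possible. Sizes of the shares varied more. The share of YAP peaks at a TEAD peak at 7 d ranged from 40.1% to 99.1%, that of 3 d YAP peaks at a TEAD peak from 17.3% to 65.9%, and that of WT YAP peaks from 10.9% to 47.3%. YAP peaks at 7 d lay at a TEAD peak of the 3 d list in 44.7% to 91.7% and of the WT list in 30.8% to 55.0%. The constitutive share ranged from 12.9% to 64.0% at 3 d and from 11.6% to 52.4% at 7 d, and TEAD peaks of WT livers were found at 3 d in 64.3% to 98.6% and at 7 d in 52.6% to 95.7%. TEAD peaks at 3 d were found at 7 d in 63.9% to 77.4%, and those at 7 d were found at 3 d in 59.7% to 71.2%. Among YAP lists, 21.8% to 74.7% of 3 d peaks and 0.877% to 7.04% of 7 d peaks were found in WT livers, 25.5% to 75.8% of 3 d peaks were found at 7 d, and 22.4% to 51.9% of WT peaks were found at 7 d.

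Peak numbers and their ratios stayed within 1.5 times the reported value in 44 of 58 recomputations. The 4 ratios recomputed (TEAD at 3 d and 7 d to WT, YAP at 7 d to WT and to 3 d) kept their direction. The YAP list at 3 d, shorter than that of WT livers as called, was longer with at least 5-fold enrichment. It was also longer outside the YAP-dense domains. These were defined as runs of WT peaks, so leaving them out shortens the WT list by construction and cannot rank the lists. With at least 5-fold enrichment, 25 YAP peaks remained in WT livers, 43 at 3 d, 2917 TEAD peaks in WT livers and 21895 at 3 d. The 7 d list was then 11.5 times as long as the WT list for TEAD, 44.8 times for YAP, and 26.0 times as long as the YAP list at 3 d. The lists differ in depth, and the TEAD lists in fragment length, so 1 fold cutoff may not be equally strict in each. A −log10 p-value of at least 10 left 93 YAP peaks in WT livers. Leaving out the YAP-dense domains left 26 YAP peaks in WT livers and 30 at 3 d, with 7 d ratios of 52.7 and 45.6. Leaving out peaks that overlapped a YAP peak of WT livers left 29 at 3 d, with a 7 d ratio of 47.4. Filters built on WT YAP peaks remove peaks by definition, and the cause of the other shifts was not tested.

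The higher YAP-bound share of constitutive TEAD peaks at 7 d kept its direction, with an interval above 0, in 9 of 11 recomputations (from 3.58 to 12.3 percentage points). It fell to 0.779 after matching on 10 classes of TEAD enrichment and reversed to -2.41 with 50 classes. The percentile of YAP-bound TEAD peaks among random lists was 100 throughout, the highest possible value, and so says little about stability. Their median fold enrichment was 31.0 with summits at most 100 bp apart, 30.1 on numbered chromosomes and X and 30.6 outside the YAP-dense domains. Promoter shares moved below their intervals for the larger lists, which shorter or fewer promoters can only lower. With 1000 bp on either side they were 15.4% for YAP at 7 d and 31.4%, 29.2% and 26.2% for TEAD in WT livers, at 3 d and at 7 d, and with protein-coding genes only they were 16.7%, 31.6%, 30.0% and 27.0%. All 21 named peaks passed the stricter cutoffs, and 17 lay outside the YAP-dense domains.

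No paired analysis was possible because the replicates were merged before peaks were called and the lists carry no replicate number. Leaving out each replicate in turn was not run for the same reason. The depth of the merged libraries limits the number of weak peaks that can be called, and the short YAP lists of WT livers and 3 d limit each share computed over 156 or 110 peaks.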

Other observations

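The test of depth for the YAP lists, the test of the edges of the chromosome 1 domain and the count of 3 d TEAD peaks by p-value were chosen only after the result was seen.

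The rise in TEAD peaks with induction could stem from the 400 bp fragment length of the WT list or from depth. A p-value recomputed from the pileup and background of each peak matched that of the caller, with a median difference in −log10 p-value of 0.00420 in the 7 d list, so both were rescaled. With the background at 7 d raised to the WT fragment length and the pileup kept, 32352 peaks stayed past the cutoff. After these were widened for the longer fragment and merged where they met, 5.52 times as many as in the WT list remained. Thinning to the WT number of tags, without merging, left 6.84 times, and both changes together, with merging, 5.03 times. The same double change with merging left 3.11 times as many at 3 d. At 7 d, neither change accounted for most of the rise by this calculation. At 3 d, where only the double change was run, the ratio fell from 6.40 to 3.11. Raising the background with the pileup kept can only remove peaks, so this fall may overstate the effect of these differences. How much of the rise at 3 d comes from them is left open. Differences in the efficiency of immunoprecipitation were not tested, so the rise cannot be told apart from them, and more sites bound by TEAD remain a hypothesis.

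The short YAP list at 3 d is not explained by a shallower library, since the 3 d library had 1.06 times as many tags as the 7 d library. The TEAD list was long by then. Later YAP than TEAD binding may underlie the delay, but it cannot be told apart from a lower efficiency of the YAP assay at 3 d, which was not tested.

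YAP peaks packed into some of the domains of WT livers could come from a regional gain of reads in these mice over the control library, which came from other published data. A gain common to the mice of all groups should recur across the lists. It did not on chromosome 4, with 10 YAP peaks in WT livers and 0 in the other 5 lists, and hardly on chromosome 7, with 27 against 6 at most. YAP peaks at 7 d in the placed domains (82 on chromosome 1, 7 on X, 2 on chromosome 7 and 0 on chromosome 4, so mainly a test of chromosome 1) had a TEAD motif within 50 bp of the summit in 5.49% of cases, 1.65 percentage points above sequence 1000 bp away, whereas those outside the domains had it in 47.4% against 6.23%. Of the YAP peaks of WT livers in the domains, 21.5% (15.3% to 29.4%) had a 7 d summit within 100 bp, against 26.9% (13.7% to 46.1%) of those outside. The share was low in both, so this test does not separate fixed binding sites from a regional gain. Copies elsewhere in the assembly at 90% identity or more covered 33.0% of the bases of the placed domains, but unevenly: 91.9% on chromosome 7, 34.0% on chromosome 4, 2.28% on X and 0.956% on chromosome 1. Shared reads are a candidate source for the domain on chromosome 7, although alone they would not account for the few peaks there in the other lists, but not for that on chromosome 1. A gain of sequence with fixed edges was asked to place both ends of the chromosome 1 run within 2 kb in each list. Only the start edge failed, by 46473 bp in the TEAD list at 3 d and by 137380 bp in that at 7 d. Further TEAD peaks extend the run in both lists. The end edge lay within 371 bp of the WT YAP edge in every list. In TEAD lists this long, nearby peaks outside the domain can move a chained edge, so the failure does not decide against a gain. In YAP lists and the TEAD list of WT livers the edges lay within 439 bp of the WT YAP edges. A regional gain remains possible for chromosome 1. Copy number itself was not measured, and binding of YAP without TEAD would also lack the motif.

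Constitutive TEAD peaks at 7 d were bound by YAP more often than induced ones, and their stronger TEAD enrichment is a candidate explanation. Matching on 50 classes took the difference from 12.2 to -2.41 percentage points, but the enrichment was measured after induction. If YAP itself raises TEAD enrichment where it binds, matching would remove part of its effect, so TEAD strength and binding before induction cannot be told apart by this test. Weak YAP peaks would be missed at weak TEAD sites in either class.

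Induced TEAD peaks could be indirect or unspecific. A TEAD motif lay within 50 bp of the summit in 25.1% of them (24.6% to 25.5%) against 5.25% in flanking sequence, and in 43.7% of constitutive peaks (42.4% to 45.0%) against 5.42%. The excess at induced peaks was 51.7% of that at constitutive peaks, just above the 50% set for binding at motifs. After matching on 50 classes of enrichment, 11.9% of the difference in motif share was left, or 2.23 percentage points (0.459 to 3.99). A motif can itself raise enrichment, which was measured after induction, so the matching does not show which of them underlies the gap. In the lowest 10% of the 7 d list by enrichment, 14.0% of peaks had the motif, and in the highest 10%, 54.5%. This pattern is consistent with motif-directed binding at many induced peaks, as a hypothesis.

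The 8799 TEAD peaks at 3 d that were absent from the 7 d list could be weak peaks near the cutoff. Their median enrichment lay at percentile 22.6 of the 3 d list, with a fold of 4.38 against 6.23 for peaks in both. However, 4803 of them (54.6%) had a −log10 p-value of at least 10 in the 3 d list, against 89.2% of peaks in both. That is well past the cutoff of 1e-05 at the 3 d depth. The 7 d library held 0.700 times as many tags, and such p-values depend on depth. How many of these peaks would pass the cutoff at the 7 d depth was not tested, so the explanation is left open.

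The YAP list at 7 d here held 1478 peaks. That is lower than the value quoted from the study above, which came from another line, a longer induction and another version of the caller. The TEAD list of WT livers here held 5695 peaks. That is also lower than the value quoted. According to the study's methods, its WT liver peaks came from published data. The WT livers here had received doxycycline food for 7 days, and their TEAD list was called with a fragment length of 400 bp. The 2 values are therefore not a like-for-like comparison. The TEAD list at 7 d here held 38984 peaks. That is lower than the value quoted for TEAD after induction, which came from another line, a longer induction and another version of the caller.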
